A study of Homo sapiens with 8 samples.

How the data were processed

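ATAC-seq had been performed on 8 libraries from mitotic hTERT RPE-1 Plk1-/- EGFP-Plk1as cells, 4 treated with DMSO and 4 with 3MB-PP1, with 50000 cells per transposition reaction and a mitotic index above 95%, per the labels' protocols. Libraries were assigned to groups and replicate numbers from their titles. One deposited peak list per library was used, so peaks had been called per library and not on pooled samples. The lists have no header, and the labels describe the work only up to library preparation. The aligner, read filtering, any shift of reads for the Tn5 insertion site, the peak caller and its version, and the control used for calling are therefore not stated. How the lists were made could change the number and width of peaks, and this could not be examined without reads.

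From the values, each line of a deposited list gives a chromosome, a start counted from 1, an end, a length, a pileup, a -log10 p, a fold enrichment, a -log10 q and a name, in the column order of a MACS2 peak table. The deposited pileup is a signal (coverage) of fragments in the peak, with no stated scaling between libraries. The deposited -log10 p and -log10 q values are those of each peak against background within its own list, and the largest q in any list was 0.1. The deposited fold enrichment is a ratio of pileup to background within a library. These peak values are the authors' own and were used only to describe, rank or filter peaks within a list.

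Sequence names in the lists carry GRCh38 contig accessions. Genes came from a RefSeq gene table of assembly GRCh38.p14 with 59094 genes, of which 19970 are protein-coding on the chromosomes used. As a check of the build, 7.39% to 9.87% of peaks lay at gene ends, against 3.80% to 4.49% after all peaks were shifted by 100 kb. The gene table gives no strand, so the planned promoter measures (1 kb either side of a transcription start site) were computed for either annotated end of a gene and include transcript ends. A reference genome was not used here, and the planned GC content of peaks was not computed.

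Chromosomes 1 to 22 and X were analysed. Measures per library were the number of peaks, the merged length they cover, median width, share at gene ends, share overlapping no gene and no gene end, number of protein-coding genes with a gene-end peak, and the median within-list percentile of gene-end peaks (ranked by -log10 p, ties by fold enrichment). Group means were compared by exact two-sided permutation over the 70 assignments of 8 libraries to 4 and 4, with Benjamini-Hochberg adjustment over these 7 measures. The smallest possible p is 0.0286, so no adjusted p can be 0.05 or less unless at least 4 of the 7 measures reach it together. Similarity was the Jaccard index of each pair of lists, compared over 35 splits. For regions, the union of the 8 lists was merged with at least 1 bp of overlap, and a region was called in a list that had a peak in it. Counts of regions and genes called in 4 of 4 lists of a group and 0 of 4 of the other were compared with all 70 assignments. Absence of a call is not absence of signal, since each list holds only peaks past its threshold. Chromosome shares of covered length were tested in the same way and adjusted over 23 chromosomes, where at least 14 would have to reach the smallest p together.

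Named genes were, by a fixed rule, the first 5 in each direction with a gene-end peak in 4 of 4 lists of a group and 0 of 4 of the other, ordered by mean within-list percentile of the best peak, and likewise the first 3 regions. 1 gene that met the rule is not reported here. These tests, the naming rule and most alternatives were fixed before the data were examined. The alternatives were a minimum -log10 q of 5, lists reduced to equal length, a minimum width of 300 bp, an overlap of 50%, merging within 500 bp, calls in at least 3 of 4 lists, windows of 100 bp and 2.5 kb, all sequences, leaving out each library, and the replicate number as a block. Chosen after the data were seen were the split into odd and even replicate numbers, a common smallest width of 135 bp, a minimum fold of 4 (after counts at several fold minimums had been seen), the other q minimums, the smallest width, the background pileup and the width within regions of all 8 lists.

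Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Interval functions were checked against bedtools 2.31.1, with 0 differences in overlapping peaks and shared base pairs. In simulated data with 588244 regions, 200 of 200 regions planted in each direction were recovered. These were planted in 4 of 4 lists with no missed calls. Their recovery checks the counting and not the sensitivity in real lists. In 2000 simulated data sets the permutation test of a per-library measure called 3% with no effect and 96.35% at a shift of 4 SD.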

Results

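Chromatin accessibility was measured by ATAC-seq, in which the transposase Tn5 inserts sequencing adapters into accessible DNA, in 8 libraries of mitotic hTERT RPE-1 cells. RPE-1 is a human retinal pigment epithelial line immortalised with telomerase (hTERT). These cells lacked endogenous Plk1, a mitotic kinase, and carried an EGFP-tagged analog-sensitive form (Plk1as), which the bulky purine analog 3MB-PP1 inhibits. Cells were arrested in prometaphase for 16 h with 5 µM of the kinesin-5 inhibitor STLC and collected by shake-off. While still in STLC they received 0.5% DMSO (4 libraries) or 10 µM 3MB-PP1 (4 libraries) for 2 h. The comparison asks whether loss of Plk1 activity alters the accessibility of mitotic chromosomes. Each library was represented by its own list of peaks, so the comparisons concern which regions were called and how wide and how highly ranked they were. Read depth per library is unknown, because the lists give no read totals, and no interval that needs depth was computed.

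On chromosomes 1 to 22 and X, the DMSO lists held 150577, 158250, 197901 and 199042 peaks in replicates 1 to 4, and the 3MB-PP1 lists held 213626, 203668, 252752 and 170682. No pair of lists shared more than 0.0357% identical peak positions, so all 8 were treated as separate libraries. The lists differed along a line the labels do not describe. The share of peaks on chromosome X was 0.868% to 0.933% in the libraries numbered 1 and 3 and 0.595% to 0.694% in those numbered 2 and 4, in both groups. As this split was seen in the data and separates libraries irrespective of treatment, differences are given below within odd-numbered and within even-numbered replicates beside the pooled value. With 2 libraries per group in each, no two-sided test within them can give an exact p below 0.333.

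The first question was whether the number or extent of called regions differed with Plk1 inhibition. The mean number of peaks was 176442 ± 25633 (SD, n = 4) with DMSO and 210182 ± 33797 (SD, n = 4) with 3MB-PP1. The difference of 33739.5 peaks was within the spread between replicates (exact two-sided permutation test over 70 assignments, p = 0.143, Benjamini-Hochberg adjusted p = 0.28 over 7 measures, smallest possible p 0.0286). It was 58950 in the odd-numbered and 8529 in the even-numbered replicates, and the 3MB-PP1 list was the longer in 3 of 4 same-numbered pairs. The direction depended on the threshold. With peaks of -log10 q of at least 5, the means were 14030 ± 3466 (SD, n = 4) with DMSO and 9836 ± 2452 (SD, n = 4) with 3MB-PP1, and the difference of -4194 had an exact permutation p of 0.114 (two-sided). Peaks covered 98.2 ± 12.4 Mb (SD, n = 4) with DMSO and 86.9 ± 9.67 Mb (SD, n = 4) with 3MB-PP1. This difference of -11.3 Mb was not larger than the replicate spread (exact two-sided permutation p = 0.171, adjusted p = 0.28), although the covered length was lower with 3MB-PP1 in 4 of 4 pairs. It was -10.5 Mb in the odd-numbered and -12.2 Mb in the even-numbered replicates. When each list was reduced to its 150577 highest-ranked peaks, the difference was -19.1 Mb, with an exact two-sided permutation p of 0.0286.

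Peaks were narrower with 3MB-PP1. The median peak width was 390.5 ± 25.2 bp (SD, n = 4, range 355 to 409) with DMSO and 291.25 ± 24.9 bp (SD, n = 4, range 269 to 324) with 3MB-PP1. The groups did not overlap, and the difference of -99.25 bp had the smallest p this design allows (exact two-sided permutation test, p = 0.0286), but the adjusted p over the 7 measures was 0.2, and no single measure could pass adjustment in this design. The difference was -136.5 bp in the odd-numbered and -62 bp in the even-numbered replicates, with no overlap of the groups in either. Permuting treatment only within odd and within even numbers gave an exact p of 0.0556, which is the smallest that the 36 such assignments allow. The smallest width in a list also differed, from 125 ± 8.60 bp (SD, n = 4) with DMSO to 97.75 ± 9.0 bp (SD, n = 4) with 3MB-PP1 (exact two-sided permutation p = 0.0286, a measure added after the data were seen and not adjusted). Among peaks at least 135 bp wide, the largest of the 8 smallest widths, the difference in median width was -63.75 bp (exact two-sided permutation p = 0.0286).

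**Figure D1:**
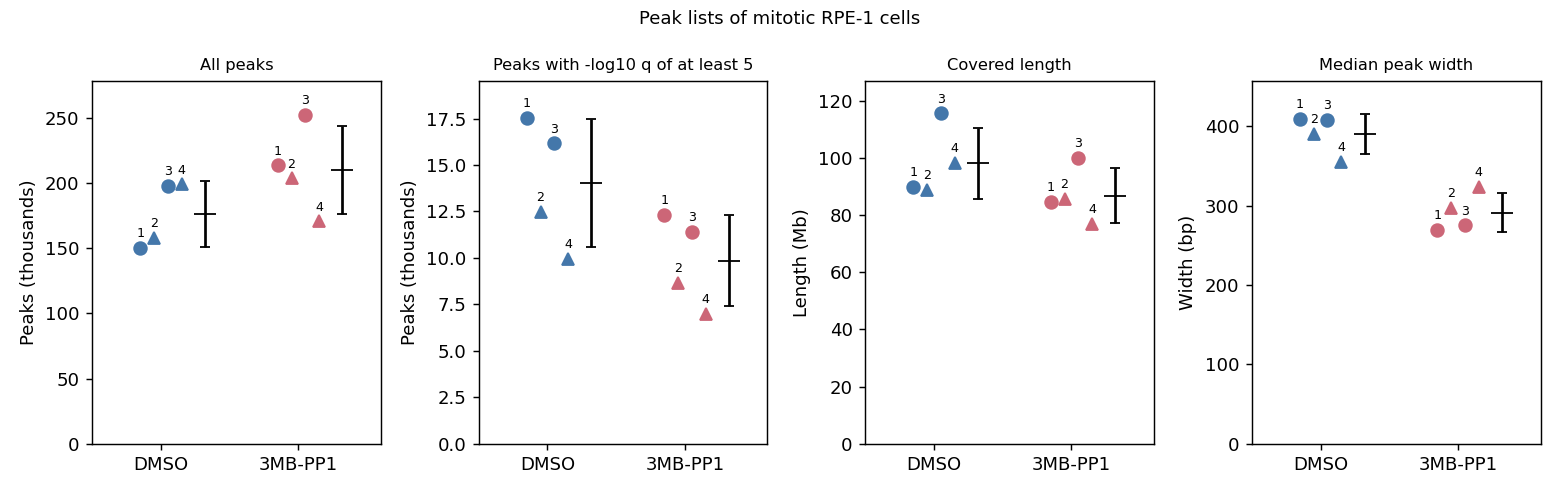
Number of peaks, number of peaks with -log10 q of at least 5 (both axes in units of 1000 peaks), covered length (Mb) and median peak width (bp) for each library by treatment. Points are libraries labelled with the replicate number, circles for odd and triangles for even numbers, with bars for mean ± SD (n = 4), and only the median widths (355 to 409 bp against 269 to 324 bp) do not overlap between treatments.

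**Figure D2:**
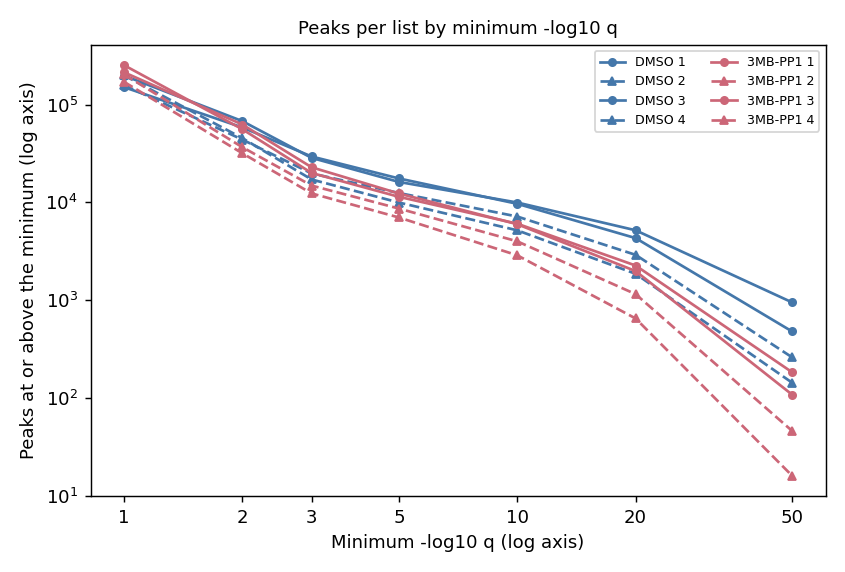
Number of peaks at or above each minimum -log10 q in each library (both axes logarithmic), with DMSO in blue, 3MB-PP1 in red, solid lines for odd and dashed lines for even replicate numbers. The 3MB-PP1 list of each same-numbered pair lies below its DMSO list from a minimum of 3 upwards, while at 1 it lies above it in 3 of 4 pairs.

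The second question was whether peaks were distributed differently over genes. Because the gene table used gives no strand, a peak was counted at a gene end when it lay within 1 kb of either annotated end of a protein-coding gene. The share of such peaks was 8.94% ± 0.781 (SD, n = 4) with DMSO and 8.16% ± 0.619 (SD, n = 4) with 3MB-PP1, a difference of -0.776 percentage points (exact two-sided permutation p = 0.2, adjusted p = 0.28; lower in 3 of 4 pairs). It was -1.24 points in the odd-numbered and -0.314 points in the even-numbered replicates. With lists of equal length the sign changed, to 0.161 points. Peaks overlapping no gene and no gene end made up 36.6% ± 0.621 (SD, n = 4) with DMSO and 36.2% ± 0.541 (SD, n = 4) with 3MB-PP1 (difference -0.350 points, exact two-sided permutation p = 0.4, adjusted p = 0.457), with differences of -0.226 and -0.473 points in odd and even numbers. Of 19970 protein-coding genes, 15072 ± 447 (SD, n = 4) had a peak at an end with DMSO and 15407 ± 717 (SD, n = 4) with 3MB-PP1. This difference of 334.75 genes (exact two-sided permutation p = 0.457, adjusted p = 0.457) was 841.5 in the odd-numbered and -172 in the even-numbered replicates, so its sign did not hold within them. Gene-end peaks ranked high in every list. Their median percentile by -log10 p was 91.8 ± 0.955 (SD, n = 4) with DMSO and 89.9 ± 0.916 (SD, n = 4) with 3MB-PP1, and the difference of -1.84 was not past the threshold (exact two-sided permutation p = 0.0857, adjusted p = 0.28; odd -2.96, even -0.720; lower in 3 of 4 pairs). This difference was 0.650 with a window of 100 bp, -5.17 with a window of 2.5 kb and -5.69 among peaks with -log10 q of at least 5. With lists of equal length it was -0.961 (exact two-sided permutation p = 0.0571).

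The third question was whether the peak sets themselves separated by treatment. The Jaccard index, the base pairs shared by a pair of lists over those in either, averaged 0.324 ± 0.0276 (SD) over the 6 pairs of DMSO lists, 0.277 ± 0.0110 (SD) over the 6 pairs of 3MB-PP1 lists and 0.282 ± 0.0165 (SD) over the 16 pairs across treatments. The mean within groups exceeded that between groups by 0.0186, which did not reach the threshold (exact one-sided permutation over 35 splits, p = 0.0571, smallest possible 0.0286). The mean of the 3MB-PP1 pairs was no higher than that across treatments. The excess was 0.0325 among the odd-numbered and 0.00912 among the even-numbered replicates. It was 0.00472 without DMSO replicate 1 and 0.0297 without 3MB-PP1 replicate 1, the latter with an exact one-sided permutation p of 0.0286. With the share of peaks overlapping by at least 50% in place of the Jaccard index, the excess was 0.0423 (exact one-sided permutation p = 0.0286). It was 0.0834 among peaks with -log10 q of at least 5 (exact one-sided permutation p = 0.0857).

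**Figure D3:**
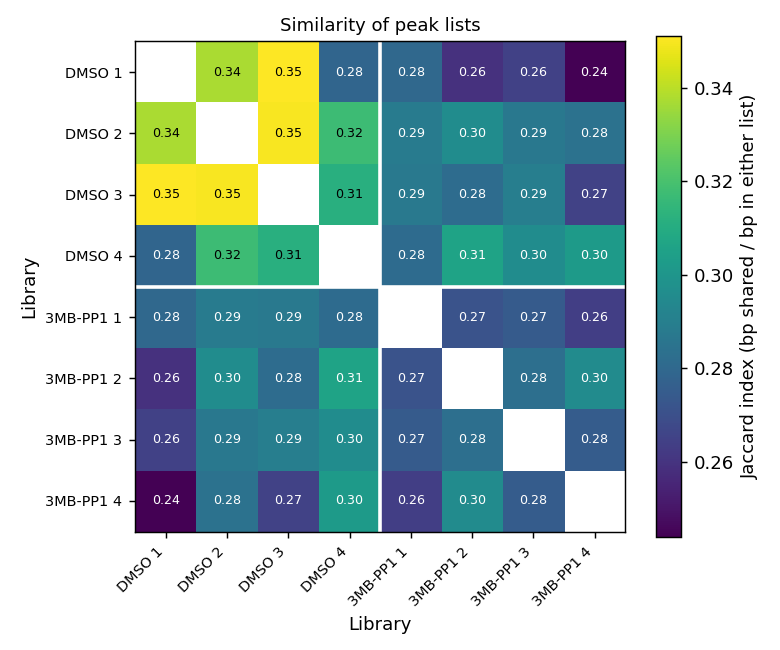
Jaccard index (base pairs shared over base pairs in either list) of each of the 28 pairs of libraries, with white lines between treatments and the colour scale not starting at 0. Pairs of DMSO lists averaged 0.324, pairs of 3MB-PP1 lists 0.277 and pairs across treatments 0.282.

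Merging the 8 lists gave 588244 regions, of which 305400 (51.9%) were called in a single list and 36624 (6.23%) in all 8. Of the regions in all 8 lists 29.4% lay at gene ends, against 2.45% of those in a single list. Regions called in 4 of 4 DMSO lists and 0 of 4 3MB-PP1 lists numbered 703, and 16 of the 70 assignments of libraries gave as many (exact one-sided permutation p = 0.229). Regions called in 4 of 4 3MB-PP1 lists and 0 of 4 DMSO lists numbered 872, and 8 of 70 assignments gave as many (exact one-sided permutation p = 0.114; smallest possible 0.0143 for both). No single region can pass a correction in this design, since 4 against 0 has a two-sided Fisher exact p of 0.0286. Among the odd-numbered replicates alone, 12071 regions were called in both DMSO lists only and 19967 in both 3MB-PP1 lists only, against 12128 and 11962 among the even-numbered ones. The balance between directions moved with the threshold. At -log10 q of at least 5, 232 regions were called only in DMSO (exact one-sided permutation p = 0.0429) and 3 only in 3MB-PP1 (exact one-sided permutation p = 0.357).

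**Figure D4:**
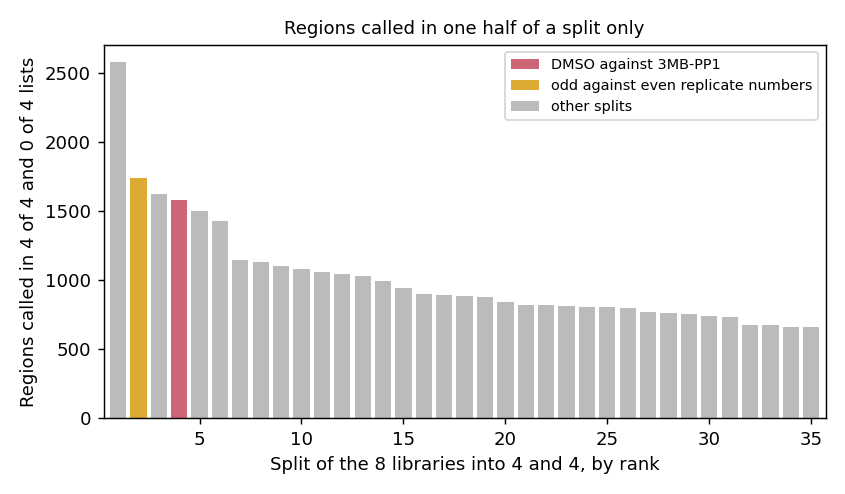
Number of regions called in 4 of 4 lists on one side of a split and 0 of 4 on the other (both directions added), for each of the 35 splits of the 8 libraries into 4 and 4, ordered by rank. The split by treatment (red, 1575 regions) ranks below the split by odd and even replicate number (yellow, 1736) and the highest split (2573).

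The 3 highest-ranked regions called only in 3MB-PP1 were the following, in GRCh38 coordinates as the sequence names of the lists imply. The first, on chromosome 2 from 241896286 to 241897003, overlapped FAM240C and the long non-coding RNA gene LINC01237 and had a mean within-list percentile of 98.9 ± 0.370 (SD, n = 4). Its -log10 q was 14.6 to 16.5 in the 3MB-PP1 lists. It was the only named item that kept its calls in 4 of 4 lists against 0 of 4 at -log10 q of at least 5, but with only peaks of at least 300 bp 2 of the 3MB-PP1 lists called it, and with at least 50% of the region covered 1 did. The second, on chromosome 20 from 16227129 to 16227894, lay between genes, 44210 bp from KIF16B, at a percentile of 95.6 ± 1.48 (SD, n = 4). The third, on chromosome 20 from 29448877 to 29449209, overlapped the pseudogene DUX4L35 and LOC105379477 at a percentile of 94.3 ± 1.42 (SD, n = 4), and its position is uncertain because DUX4L sequences occur in many similar copies. The 3 highest-ranked regions called only in DMSO lay lower in their lists. These were an intergenic region on chromosome 16 from 34001317 to 34001534 (percentile 87.2 ± 8.59, SD, n = 4), an intergenic region on chromosome 10 from 90227119 to 90228137 (83.4 ± 7.50, SD, n = 4) and a region within the gene MAPK10 on chromosome 4 from 86036826 to 86037511 (82.7 ± 4.21, SD, n = 4). None of these 3 was called in any list at -log10 q of at least 5.

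At gene ends, 11980 genes (60.0%) had a peak in all 8 lists and 1823 in none. A peak in 4 of 4 DMSO lists and 0 of 4 3MB-PP1 lists was found for 11 genes (exact one-sided permutation p = 0.457), and the opposite for 24 genes (exact one-sided permutation p = 0.1). The counts were 157 and 490 among odd-numbered and 260 and 204 among even-numbered replicates. The highest-ranked genes with a peak only in DMSO were FGF8 (mean percentile 75.3 ± 2.18, SD, n = 4; peaks on chromosome 10 between 101768336 and 101769277), KLHL6, OR56A4, ZNF574 and GPR149. Those with a peak only in 3MB-PP1 included RAMACL (66.3 ± 18, SD, n = 4; peaks on chromosome 6 between 166581435 and 166583540), OR14J1, APCDD1L and KRTAP19-5. All of these genes rested on weak peaks, with none called at -log10 q of at least 5 in any list. A gene's calls need not come from the same peak in each list. The best peaks of GPR149 lay between 154334308 and 154430989 on chromosome 3, too far apart to be 1 shared peak. The same held for APCDD1L (58459602 to 58515124, chromosome 20) and OR14J1 (29302394 to 29312570, chromosome 6). With a window of 2.5 kb, FGF8 had as many calls with 3MB-PP1 as with DMSO.

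Finally, the share of covered length on each chromosome asked whether differences were spread evenly. None of the 23 chromosomes passed adjustment (0 at an adjusted p of at most 0.05, smallest adjusted p 0.164), and 4 had an unadjusted exact two-sided permutation p of 0.0286. In this design no chromosome can pass adjustment unless at least 14 reach that p together. Chromosome 1 held 7.42% ± 0.311 (SD, n = 4) of the covered length with DMSO and 6.73% ± 0.213 (SD, n = 4) with 3MB-PP1, a difference of -0.686 points (odd -0.791, even -0.581). Chromosome 2 differed by -0.659 points (odd -0.724, even -0.595) and chromosome 3 by -0.516 points (odd -0.649, even -0.382). Chromosome 9 was higher by 0.293 points (odd 0.466, even 0.120). On each of these 4 chromosomes the groups did not overlap.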

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

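The tests in this part were all chosen after the result was seen. In groups of 4 libraries, a library is listed here when its gap to the nearest other, divided by the group's range, exceeded Dixon's critical value for 4 values. Of 52 groups and measures tested, 3 exceeded it, and chance alone gives about 1 in 20, so 3 is close to what chance would give.

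The median percentile of gene-end peaks was 90.3 in DMSO replicate 4 and 92.0 to 92.3 in the other 3 DMSO lists, a gap of 0.845 of the range. Depth stays open: the background pileup per 1000 bp of smallest width, which stands in for depth only as an assumption, was 30.5, within those of the other DMSO lists (20.9 to 31.5). List length alone does not account for it. DMSO replicate 4 had the longest DMSO list (199042 peaks), but replicate 3 had 197901 peaks and the highest DMSO percentile (92.3). A contribution of list length stays open. With lists of equal length the SD of the DMSO lists fell from 0.955 to 0.548. The gap was then 0.812, just under the critical value, which does not decide. No biological explanation was tested, as the labels do not distinguish this library from the other DMSO replicates.

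The background pileup, inferred as the lowest value implied by pileup and fold in a list, was 2.23 in 3MB-PP1 replicate 1 and 2.88 to 3.00 in the other 3MB-PP1 lists, a gap of 0.838 of the range. The tables argue against shorter fragments as the whole cause, since 3MB-PP1 replicate 3 had a smallest width of 90 bp, no larger than the 91 bp of replicate 1, and a background of 2.92. A lower depth stays open: per 1000 bp of smallest width its background of 24.5 was the lowest of the 3MB-PP1 lists, with the next at 26.4. The smallest width stands in for fragment length only as an assumption. No biological explanation was tested.

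Peaks with a fold of at least 2.5 numbered 84463 in DMSO replicate 2 and 120319 to 123702 in the other DMSO lists, a gap of 0.914 of the range. The background of this list, 3.93, was the highest of the DMSO lists and enters the fold as its denominator. A high background stays open: at -log10 q of at least 2 the lowest DMSO list stood apart by only 0.0644 of the range, but DMSO replicate 2 did not stand apart at other fold minimums either (0.125 at 3 and 0.0494 at 5, and not the lowest list at 2 or 4). No biological explanation was tested.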

How the results depend on the processing

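The common smallest width, every minimum fold, the split into odd and even replicate numbers and the permutation within them were chosen after the result was seen; the other alternatives were fixed before. The cause was not tested for the changes below unless one is given.

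The narrower peaks with 3MB-PP1 kept their direction under every alternative run. The difference in median width had an exact two-sided permutation p of 0.0286 at -log10 q of at least 5, with equal list lengths, with peaks of at least 300 bp and with a common smallest width, and was -136.5 bp in odd-numbered and -62 bp in even-numbered replicates. Across the 8 fits that each left out a library it ranged from -111 to -91.8 bp, where no exact p below 0.0571 is possible. Intergenic share kept its negative sign throughout (-0.577 to -0.103 points leaving out a library), never past the threshold.

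The number of peaks reversed at -log10 q of at least 5 (-4194), with peaks of at least 300 bp (-6348) and with a fold of at least 4 (-697), and ranged from 19549.5 to 46906 leaving out a library. With a common smallest width the difference was 9332 (exact two-sided permutation p = 0.6), with 21757 in odd and -3092.5 in even numbers. Other minimum folds, also seen before 4 was chosen, gave 36136 at 2, 55610 at 2.5 (exact two-sided permutation p = 0.0286), 14041 at 3 and -50.8 at 5. Covered length was past the threshold with equal list lengths (-19.1 Mb) and peaks of at least 300 bp (-17.3 Mb; exact permutation p = 0.0286 for each), and ranged from -15.7 to -5.49 Mb. Share at gene ends reversed at -log10 q of at least 5 (8.37 points), with equal list lengths (0.161) and with peaks of at least 300 bp (0.596), and ranged from -1.01 to -0.463. It was -0.122 points with a common smallest width. The number of genes with a gene-end peak reversed at -log10 q of at least 5 (-1658.5), with equal list lengths (-106.25), with peaks of at least 300 bp (-237.5), with a 100 bp window (-138.5) and in even-numbered replicates (-172), and ranged from 87.4 to 623. The percentile of gene-end peaks reversed with a 100 bp window (0.650), was -5.17 with a 2.5 kb window and -5.69 at -log10 q of at least 5, was -2.96 in odd and -0.720 in even numbers, and ranged from -2.31 to -1.43 leaving out a library. It was smaller with equal list lengths (-0.961, exact two-sided permutation p = 0.0571), with peaks of at least 300 bp (-0.528) and with a common smallest width (-1.18).

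The excess similarity within groups passed the threshold with at least 50% overlap (0.0423, exact one-sided permutation p = 0.0286) and without 3MB-PP1 replicate 1 (0.0297, the same exact p). At -log10 q of at least 5 it was 0.0834 (exact one-sided permutation p = 0.0857). Across the fits that each left out a library it ranged from 0.00472 (without DMSO replicate 1) to 0.0297.

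Counts moved most. Regions only in DMSO numbered 232 at -log10 q of at least 5, 1056 with 50% overlap, 4461 with at least 3 of 4 calls, 12071 in odd and 12128 in even numbers. Regions only in 3MB-PP1 numbered 3, 236, 6147, 19967 and 11962 in the same settings, 449 with equal list lengths and 317 with peaks of at least 300 bp. With a common smallest width, 945 regions were only in DMSO (exact one-sided permutation p = 0.0571) and 603 only in 3MB-PP1. The DMSO count had an exact one-sided permutation p of 0.0143 with 50% overlap and with peaks of at least 300 bp (942 regions), 0.0286 with equal list lengths (1003 regions) and 0.0429 at -log10 q of at least 5. Genes only in DMSO numbered 76 at -log10 q of at least 5, 22 with equal list lengths, 30 with peaks of at least 300 bp, 19 with a common smallest width, 23 with a 100 bp and 5 with a 2.5 kb window, 113 with 50% overlap (exact one-sided permutation p = 0.0143), 57 with at least 3 of 4 calls, 157 in odd and 260 in even numbers. Genes only in 3MB-PP1 numbered 0 at -log10 q of at least 5, 13 with peaks of at least 300 bp, 14 with a common smallest width, 11 with a 100 bp window, 1 with 50% overlap, 124 with at least 3 of 4 calls, 490 in odd and 204 in even numbers. Fewer lists have to share a call with odd or even numbers, with 3 of 4 calls, or without a library, so counts rise there by construction. Leaving out a library gave 1016 to 2092 regions only in DMSO, 1121 to 2560 only in 3MB-PP1, 18 to 31 genes only in DMSO and 33 to 71 only in 3MB-PP1. Without DMSO replicate 4, the 2560 regions only in 3MB-PP1, and without 3MB-PP1 replicate 4, the 67 genes only in 3MB-PP1, had an exact one-sided permutation p of 0.0286.

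Of the alternative values of the 10 genes and 6 regions that met the naming rule, 37 kept calls in 4 of 4 lists against 0 of 4 and 63 did not. No chromosome passed adjustment at -log10 q of at least 5, with equal list lengths, with peaks of at least 300 bp or with a common smallest width (8, 5, 5 and 4 chromosomes at an unadjusted p of at most 0.05), but at least 14 would be needed for any to pass. Fits leaving out a library, the block and odd or even numbers alone were not run for chromosomes, since those designs cannot reach the threshold. GC content was not run.

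Same-numbered libraries paired weakly at most: correlations of their deviations from the group means were 0.00556 to 0.0461 (mean 0.0271), below 0.1. Between libraries of different numbers they were -0.0462 to 0.0201 (mean -0.00907). All were positive within odd and within even numbers and negative between odd and even. A weak pairing is therefore not excluded. With the replicate number as a block the difference in median width was -99.25 bp with an exact sign-flip p of 0.125, the smallest that 4 pairs allow. Depth is unknown for every list, which limits any statement on absent peaks.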

Other observations

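The comparisons of region and gene counts over other splits were planned, but their results had been seen when the thresholds for reading them were written. The counts of peaks at -log10 q of at least 5, the chromosome shares and the alternatives to them and to the counts of regions and genes were also planned, except the common smallest width. The other tests in this part were chosen after the result was seen.

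With the lists as deposited, the counts of regions and genes specific to a treatment were not unusual among regroupings of the libraries. Of the 35 splits into 4 and 4, 4 gave as many one-sided regions as the split by treatment (1575), counting that split itself. Another was the split into odd and even replicate numbers (1736). The others put DMSO replicates 1, 2 and 3 with 3MB-PP1 replicate 1 (2573, the highest) or replicate 3 (1623). For genes, 6 of 35 splits gave as many, again counting the split by treatment. Counts of this size are therefore not particular to treatment. For regions, however, the other groupings kept 3 DMSO libraries together or followed odd and even numbers. Whether an arbitrary grouping gives such counts is not settled. Some other settings gave smaller p-values. Regions only in DMSO had an exact one-sided permutation p of 0.0143, the smallest possible, with 50% overlap (1056 regions) and with peaks of at least 300 bp (942), 0.0286 with equal list lengths (1003) and 0.0429 at -log10 q of at least 5 (232). Genes only in DMSO had an exact one-sided permutation p of 0.0143 with 50% overlap (113 genes). A minimum width or coverage removes more calls from the 3MB-PP1 lists, whose peaks were narrower, and a minimum -log10 q removes more of their peaks, so the values in those settings are not separate evidence of regions specific to a treatment. With equal list lengths the cause was not tested. In the other direction, 2560 regions only in 3MB-PP1 without DMSO replicate 4 and 67 genes only in 3MB-PP1 without 3MB-PP1 replicate 4 had an exact one-sided permutation p of 0.0286, the smallest possible there.

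The narrower peaks of the 3MB-PP1 lists were not limited to weak peaks. In regions called in all 8 lists the median length covered was 1085 ± 91.8 bp (SD, n = 4) with DMSO and 849 ± 43.8 bp (SD, n = 4) with 3MB-PP1, a difference of -236 bp (exact two-sided permutation p = 0.0286, the smallest possible; odd -269.5, even -202.5). This argues against extra weak and narrow peaks as the whole cause. The split into odd and even numbers does not account for it either, since the difference in median width was -62 bp in even-numbered replicates, without overlap of the groups, and larger in odd-numbered ones. Shorter DNA fragments in the 3MB-PP1 libraries remain a candidate explanation: the smallest width, which a peak caller may set to an estimated fragment length, differed by -27.25 bp. Since it separates the groups completely, fragment length and treatment cannot be told apart from these lists. The -27.25 bp is smaller than the -236 bp in regions of all 8 lists, so fragment length as the whole cause is not shown. Lower depth of the 3MB-PP1 libraries stays open as well. Depth is unknown, and these lists held fewer high-scoring peaks, as given below. A change in accessibility with Plk1 inhibition also stays open and untested.

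Fewer high-scoring peaks were called with 3MB-PP1, with a deficit that widened with the threshold. The 3MB-PP1 mean was 86.8% of the DMSO mean at a -log10 q of at least 2 (exact two-sided permutation p = 0.457), 70.1% at 5 (exact permutation p = 0.114), 42.4% at 20 (exact permutation p = 0.0857) and 19.3% at 50 (exact permutation p = 0.0571), and lower in 4 of 4 pairs at 5, 20 and 50. At 5 it was 70.3% in odd and 69.8% in even numbers. None passed 0.05. With a threshold on fold the direction depended on the minimum. At a fold of at least 2.5, 3MB-PP1 lists held 55610 more peaks (exact two-sided permutation p = 0.0286, higher in 4 of 4 pairs). Background pileup enters the fold as its denominator and was lower with 3MB-PP1 in 4 of 4 pairs. The excess at 2.5 therefore cannot be told apart from an effect of lower background. At a fold of at least 4 the difference in peaks was -697 (exact permutation p = 0.686), but 3MB-PP1 was lower in 4 of 4 pairs. At a fold of at least 5 it was lower in 2 of 4 pairs. Lower depth of the 3MB-PP1 libraries stays open: the background per 1000 bp of smallest width stands in for depth only as an assumption. Pooled, this background differed by 0.641 (exact two-sided permutation p = 0.857, higher in 2 of 4 pairs). It differed by 4.20 in the odd-numbered replicates, with overlapping groups, and by -2.92 in the even-numbered ones. A lower pileup from shorter fragments could also contribute: background pileup was lower in 4 of 4 pairs (difference -0.671, exact two-sided permutation p = 0.114), but the order of lists within a group changed with the threshold. DMSO replicate 1, with a lower background than replicate 3, held more peaks at 5 (17547 against 16166) and fewer at 20 (4306 against 5177). Shorter fragments therefore cannot be told apart from a biological effect.

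Libraries separated by odd and even replicate number more than by treatment in chromosome shares of peaks and in counts of one-sided regions. By similarity of lists they did not (excess within groups 0.00987 by odd and even number, 0.0186 by treatment), nor by median width. Nor did they by shares of covered length, where 3 chromosomes had an unadjusted p of at most 0.05 by odd and even number and 4 by treatment. The peak shares of 6 chromosomes (10, 12, 16, 18, 21 and X) did not overlap between odd and even libraries, against 2 for treatment and at most 4 for any other split, so 1 of 35 splits gave as many. This split was picked because it looked different, so its rank is not independent evidence. Depth stays open, as the background per 1000 bp of smallest width differed by -3.19 with overlapping ranges. Regions above the 90th percentile called in all 4 odd-numbered libraries and no even-numbered one numbered 15, against at most 4 in the other 69 assignments (3 for 3MB-PP1, 0 for DMSO). Separate preparation or sequencing of replicates 1 and 3 and replicates 2 and 4 may underlie this, but the labels give no batch, and genetic or culture differences between cell stocks cannot be told apart from it.

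The region on chromosome 2 from 241896286 to 241897003, called only in the 3MB-PP1 lists, had a higher mean percentile than the best one-sided region of any other assignment, so 1 of 70 assignments gave one as high (next highest 97.8). Its lowest -log10 q in the 3MB-PP1 lists was 14.6, but how far below the threshold the DMSO libraries lay cannot be seen in the lists, so signal just under the threshold there stays open. With peaks of at least 300 bp 2 of the 3MB-PP1 lists called it, and with at least 50% of the region covered 1 did. DMSO replicates 3 and 4 each had a peak within 3 kb of the region, outside it. Its fold in the 3MB-PP1 lists was 3.66 to 5.05. The region on chromosome 20 from 16227129 to 16227894 had a fold of 3.51 to 5.29, with a -log10 q of only 3.31 to 7.67. The high rank on chromosome 2 thus did not come from a higher fold, and a raised local background there was not tested. A copy-number or mapping difference between cell stocks was not tested either. As a hypothesis, this region may respond to Plk1 inhibition, and read coverage there in all 8 libraries would be the next check.

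Chromosomes 1, 2 and 3 held less of the covered length with 3MB-PP1, and 1 of 35 splits (the real one) gave as many as 4 chromosomes at an unadjusted p of at most 0.05, while none passed adjustment, for which at least 14 would be needed. The differences on chromosomes 1, 2 and 3 held their sign, without overlap of the groups, at -log10 q of at least 5, with lists of equal length, with peaks of at least 300 bp and with a common smallest width. On chromosome 9 the groups overlapped at -log10 q of at least 5 (0.189 points, exact two-sided permutation p = 0.0857) and did not in the other settings. Since chromosomes 1, 2 and 3 are the longest, the relative difference of all 23 was set against the chromosome extent covered by peaks. Spearman's rank correlation across chromosomes was used, although chromosomes are not independent replicates. The coefficient was -0.72 (odd -0.58, even -0.84), and -0.58 over the 20 chromosomes without 1, 2 and 3. However, 6 of 35 splits gave as strong a relation, so a chance arrangement of libraries may produce it. Weak peaks added evenly with 3MB-PP1 stay open as a contribution: the coefficient was -0.772 among peaks with -log10 q of at least 5, but 2 of 35 splits gave as strong a relation there. GC content, which varies between chromosomes, was not tested.

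Chromosome 12 held more peaks than chromosome 1 in every list, 7.98% to 8.47% of peaks against 6.37% to 7.38%.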
